# Construction of a ceRNA network of regulated ferroptosis in doxorubicin-induced myocardial injury

**DOI:** 10.7717/peerj.14767

**Published:** 2023-01-25

**Authors:** Hongwei Ye, Yuping Li, Lu Li, Yuhui Huang, Jiahui Wang, Qin Gao

**Keywords:** Doxorubicin, Myocardial injury, Ferroptosis, lncRNA, ceRNA, Bioinformatics

## Abstract

**Background:**

Ferroptosis and long-noncoding RNAs (lncRNAs) play crucial roles in doxorubicin (DOX)-induced myocardial injury (DIMI). Nevertheless, there is no research to construct competing endogenous RNAs (ceRNAs) network between lncRNAs and ferroptosis-related key gene. So our research was designed to screen ferroptosis-related genes from differentially expressed mRNAs in DIMI and construct lncRNAs regulated ferroptosis-related key gene ceRNAs network.

**Methods:**

The male mice were injected with DOX intraperitoneally to induce myocardial injury, myocardial injury was evaluated by hematoxylin and eosin (HE) staining, and ferroptosis-related protein-glutathione peroxidase 4 (GPx4) protein expression was detected. The differentially expressed lncRNAs and mRNAs were detected by microarray, and the ferroptosis-related genes were screened to construct a protein-protein associations (PPA) network, the highest maximal clique centrality (MCC) score gene were identified by Cytoscape software, miRNAs bound to key genes and lncRNAs bound to miRNAs were predicted; then, the obtained lncRNAs were intersected with differentially expressed lncRNAs detected by microarray. Finally, the lncRNA/miRNA/mRNA ceRNA network of the highest MCC score gene regulating ferroptosis in DIMI was constructed. The expressions of the key components in ceRNA network were detected by qRT-PCR.

**Results:**

Compared with the control group, in the DOX group, myocardial enzymes and HE staining showed that myocardium structure was changed, and GPx4 protein expression was decreased. The differentially expressed 10,265 lncRNAs and 6,610 mRNAs in the DOX group were detected *via* microarray. Among them, 114 ferroptosis-related genes were obtained to construct PPA networks, and Becn1 was identified as the key gene. Finally, the ceRNA network including Becn1, three miRNAs and four lncRNAs was constructed by predicting data of the Starbase database. The relative expressions of these components in ceRNA net were up-regulated and consistent with microarray results.

**Conclusions:**

Based on the microarray detection results and bioinformatics analysis, we screened ferroptosis-related gene Becn1 and constructed the lncRNA/miRNA/mRNA ceRNA network of regulated ferroptosis in DIMI.

## Introduction

Doxorubicin (DOX) is a classical first-line anti-tumor drug, and is widely used in clinical to treat acute leukemia, lung cancer, breast cancer, bladder cancer, gastric cancer, liver cancer and other tumors due to its high efficiency and wide spectrum (Zhu & Lin, 2021). However, the dose-dependent cardiotoxicity limits the clinical application of DOX. In view of the universality and importance of DOX in clinical antitumor therapy, it is of great significance to explore the potential mechanisms of DOX-induced myocardial injury (DIMI) and seek for the effective measures to prevent the happening of cardiotoxicity.

Ferroptosis as a novel form of cell death has attracted widespread attention in recent years. It is characterized by excessive accumulation of intracellular lipid reactive oxygen species (ROS) and lipid peroxidation induced by glutathione peroxidase4 (GPx4) inactivation. Studies have shown that ferroptosis is closely related to the occurrence and development of Alzheimer’s disease, tumor and stroke (Liu et al., 2020). Ferroptosis plays an important role in cardiovascular diseases, such as resveratrol protects against myocardial I/R injury *via* reducing oxidative stress and attenuating ferroptosis (Li et al., 2022), ferritinophagy-mediated ferroptosis is involved in the development of sepsis-induced cardiac injury (Li et al., 2020). Ferroptosis also plays a crucial role in DIMI. It has been reported that mitochondrial-dependent ferroptosis plays a key role in the progression of DIMI (Tadokoro et al., 2020), epigallocatechin gallate pretreatment alleviates DOX-induced ferroptosis and cardiotoxicity by upregulating AMPKα2 and activating adaptive autophagy (He et al., 2021), knockout of TRIM21 can reduce DOX cardiotoxicity by inhibiting ferroptosis (Hou et al., 2021). However, the signaling pathways and the pathogenesis of DOX-mediated ferroptosis and cardiac failure remain largely unknown.

Long-noncoding RNAs (lncRNAs) are a subset of non-coding RNAs, the more and more emerging evidences have suggested that lncRNAs could serve as sponges for miRNAs through miRNA response elements, resulting in alterations in miRNAs-regulated mRNA levels, and the lncRNA/miRNA/mRNA competing endogenous RNAs (ceRNA) network is reported to be one of the important mechanisms in the development and progression of cardiovascular diseases. The ceRNA regulatory mechanism is also involved in DIMI. Xia et al. (2020) found that lncRNA-MALAT1/miR-92A-3p/ATG4a partially mediated the protective effect of exosomes secreted by hypoxic pretreated mesenchymal stem cells on DIMI. Therefore, the enrichment and discovery of lncRNA/miRNA/mRNA ceRNA networks may help to reveal the potential function of lncRNAs involved in DIMI.

In this study, we detect the differentially expressed lncRNAs and mRNAs in DIMI by microarray analysis, and then screen ferroptosis-related genes through bioinformatics analysis; we aim to construct the ceRNA network to explore the potential mechanism, and hope to provide new clues for studies on the role of lncRNAs in regulating ferroptosis in DIMI.

## Materials and Methods

### Animals

Male C57BL/6J mice (body weight of 18–22 g) were purchased from Henan Skbex Biotechnology Co., LTD, Zhengzhou, Henan, China. All animals were maintained in the SPF animal laboratory, and housed using standard cages in the environment of the standard humidity/temperature and a 12–12h light-dark cycle and fed free access to sterile rodent food and water. After acclimatization to the environment for one week, the mice were used for the experiment. All animal experiments were approved by the Animal Management and Ethics Committee of Bengbu Medical College (Permit number: [2022] 024), and the care and treatment of the animals were carried out in strict accordance with the Regulations on the Management of Experimental Animals.

The twelve mice were randomized into two groups: control group (CON) and DOX group (DOX), each consisted of six mice. The mice were given DOX (15 mg/kg (Hu et al., 2019), purchased from Dalian Meilun Biotechnology Co., LTD, Dalian, China.) in the DOX group, and given the same dose saline in the CON group through single intraperitoneal injection. After 3 days of intraperitoneal injection of DOX or saline, blood was collected through eye vessels by removing eyeballs when the mice were anesthetized with 1.5% isoflurane *via* a mask. Then, the animals were sacrificed by cervical dislocation, and heart tissues were excised for further detection. The overall experimental design and experimental workflow were shown in Fig. 1.

**Figure 1:**
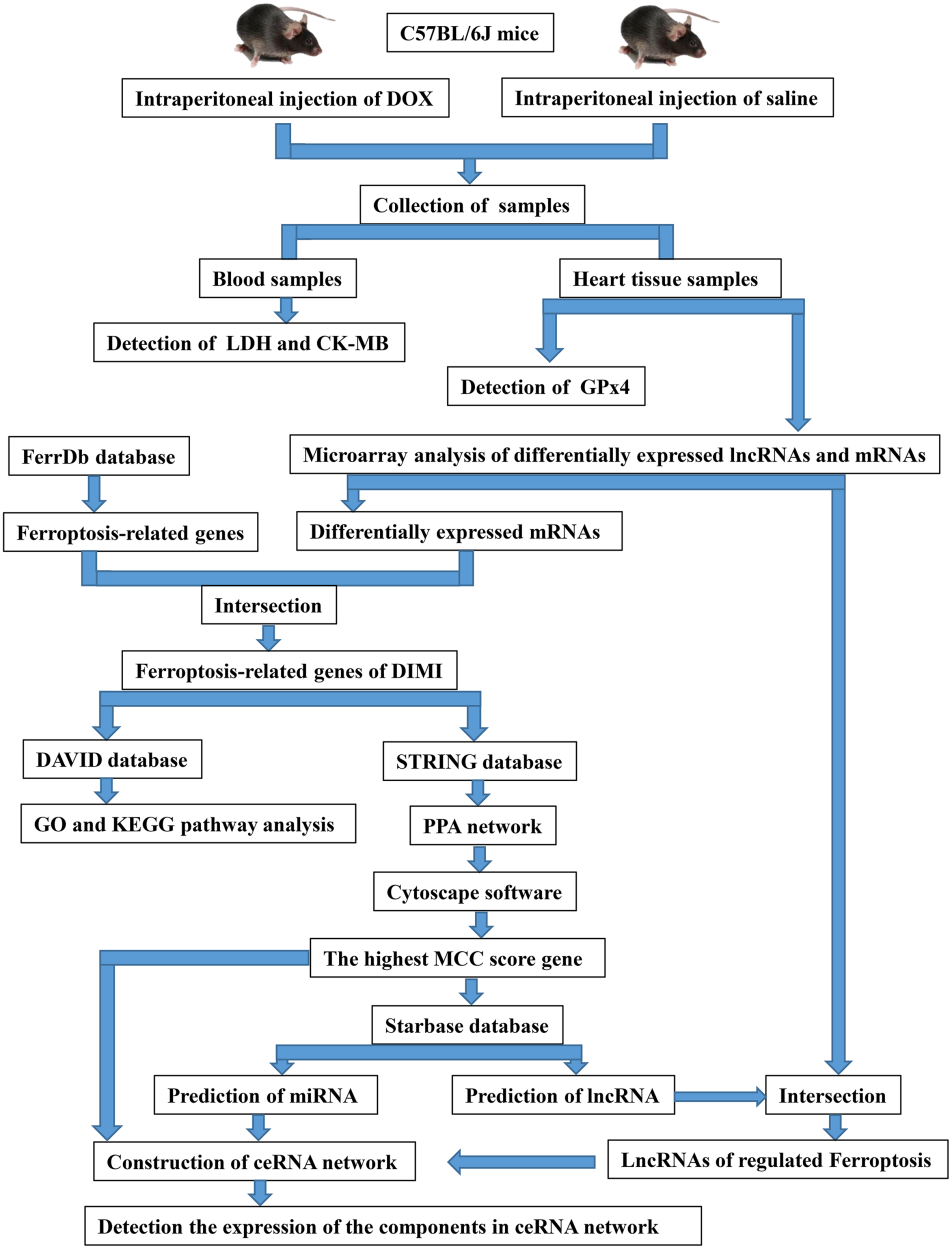
The overall experimental design and experimental workflow. LDH, lactic dehydrogenase; CK-MB, myocardial-bound creatine kinase; GPx4, glutathione peroxidase 4; DIMI, DOX-induced myocardial injury; PPA network, protein-protein associations network; MCC, maximal clique centrality; ceRNA, competing endogenous RNA.

### Serum lactic dehydrogenase (LDH) and myocardial-bound creatine kinase (CK-MB) levels detection

After 3 days of intraperitoneal injection of DOX or saline, the mice were anesthetized with isoflurane to collect blood through eye vessels by removing eyeballs. Blood was left at room temperature for 2 h, then serum was obtained by centrifugating the blood at 1,000 g for 15 min at 4 °C after coagulation. Serum LDH and CK-MB levels, which reflect the damage degree of myocardial injury, were determined according to the kit instructions (purchased from Nanjing Jiancheng Bioengineering Institute, Nanjing, China) in the two groups.

### Histopathology observation through hematoxylin and eosin (HE) staining method

The hearts were removed immediately after anesthesia and cleaned with phosphate buffered saline (PBS) at 4 °C, the left ventricular myocardium was selected and fixed with 4% paraformaldehyde for 48 h, dehydrated by gradient ethanol, embedded in paraffin, sliced (0.5 mm) and stained with hematoxylin and eosin. The histopathologic damages of myocardial tissue were observed under light microscope (Nikon Eclipse E100). All sections were assessed for the presence of myocardial injury in a blinded fashion.

### GPx4 protein expression measurement by western blot analysis

Mouse myocardial tissue (40 mg) was homogenized in ice-cold RIPA lysate (500 μl) containing phenylmethylsulfonyl fluoride (PMSF), and centrifuged at 12,000 g for 5 min to collect supernatant. The concentration of total protein was determined by bicinchonininc acid (BCA) kit, the obtained total protein was added into western blot loading buffer, and boiled for 5 min at 95 °C, the total protein in each groups were separated by SDS-PAGE with 10% polyacrylamide gel for 2 h, then electro-transferred to polyvinylidene fluoride (PVDF) membranes, and blocked by 5% skim milk, and incubated with primary antibody of anti-GPx4 (1:3,000; Abcam) and anti-glyceraldehyde 3-phosphate dehydrogenase (GAPDH) (1:5,000; Absin) at 4 °C overnight, then the membranes were incubated with second antibody (1:8,000; Absin) at room temperature for 1 h, and the membranes were washed by Tris-Buffered Saline with Tween 20 (TBST) for four times, finally, the bounds were stained with enhanced chemiluminescence (ECL) reagent, and was visualized using the BIO-RAD ChemiDoc Touch Imaging System (BIO-RAD, USA). The band intensity was analyzed by ImageJ software (version 1.51, NIH, USA), GAPDH was used as an internal reference for protein standardization, the relative protein expression level was calculated by the ratio of GPx4/GAPDH.

### Detection of differentially expressed lncRNAs and mRNAs by microarray

Total RNA of myocardial tissue in each group was isolated using TRIzol reagent (Invitrogen, Grand Island, NY, USA), RNA isolation methods had been described previously by our laboratory (Hu et al., 2017). The differentially expressed lncRNAs and mRNAs were analyzed by Kangchen Biotech Co., Ltd. (Shanghai, China) using Mouse lncRNA microarray V4.0. Briefly, each RNA sample was transcribed into fluorescent cRNA, and was labeled, hybridized to the lncRNA expression microarray, microarray images were analyzed using Agilent Feature Extraction software. The differentially expressed mRNAs and lncRNAs in the DOX group were defined according to the thresholds of an absolute fold change. The false discovery rate (FDR) controlling was a practical and powerful approach in multiple testing, which could effectively control the false positive rate. The threshold values we used to define up-regulation or down-regulation were fold change >2 and FDR < 0.05.

### Screening and biological function analysis of ferroptosis-related genes

Ferroptosis-related genes, including driver, suppressor and marker, were obtained from FerrDb database (Version 2) (http://www.zhounan.org/ferrdb/), which were intersected with the differentially expressed mRNAs in DOX group to screen the ferroptosis-related genes. These genes were screened out and analyzed using the DAVID database (Version 2021) (https://david.ncifcrf.gov/summary.jsp) to obtain its biological function in Gene Ontology (GO) functional annotations and Encyclopedia of Genes and Genomes (KEGG) signal pathway. FDR < 0.05 indicated that the GO analysis or KEGG pathway analysis were significantly enriched.

### Construction of protein-protein associations (PPA) network and screening the highest maximal clique centrality (MCC) score gene

The PPA network was constructed using the STRING database (https://cn.string-db.org/) (Version 11.5) for genes involved in regulating ferroptosis in DIMI. The data of PPA network were imported into Cytoscape software (version 3.9.1) to visualize PPA network, then the score of ferroptosis-related genes in PPA network were calculated using the CytoHubba plugin, and the highest MCC score gene was screened out.

### Construction of lncRNA/miRNA/mRNA ceRNA network

The miRNAs binding with the highest MCC score ferroptosis-related gene were predicted using the Starbase database (Version 3) (https://starbase.sysu.edu.cn/index.php), and the lncRNAs binding with the predicted miRNA were predicted by Starbase database (Version 3), and the predicted lncRNA was intersected with the differentially expressed lncRNAs, finally lncRNA/miRNA/mRNA ceRNA network was obtained, and visualized using Cytoscape software (version 3.9.1; https://cytoscape.org/).

### Detection the expressions of the components in ceRNA network by qRT-PCR

The expressions of the components in ceRNA network were detected by qRT-PCR. Each component of ceRNA was reversely transcribed to cDNA using SuperScriptTM III Reverse Transcriptase (Invitrogen). The expression of lncRNAs and mRNAs was measured by qRT-PCR using a SYBR Green QPCR Supermix (Bio-Rad) on a ViiA 7 Real-time PCR System (Applied Biosystems) following the protocol: denaturation (10 min, 95 °C), and 40 amplification cycles (10 s at 95 °C, and 60 s at 60 °C). The result of each sample was normalized by GAPDH and the data were calculated by 2^−ΔΔCt^ method. The primers of the key components in ceRNA network and GAPDH were designed and synthesized by GenechemBio (Shanghai, China), and listed in Table 1.

**Table 1:** Primer sequences of components in ceRNA network and GAPDH.

Gene name	Category	Prime sequence	Product length (bp)
Becn1	mRNA	F:5′ GGTCCTGGGCGGAAGTCTT3′ R:5′ CTTAGACCCCTCCATGCCTCA3′	166
Rian	lncRNA	F:5′ GTCCCACAGAGCATCACTATCA3′ R:5′ TGTCTGTATCGTCCCTCCTTCT3′	241
Tug1	lncRNA	F:5′AGTGAACTACGGTACTTGCCAT3′ R:5′CCAGGTGAAGAATCACAGAAGT3′	105
Malat	lncRNA	F:5′GATTGTAAAGGGAGGTTTTGTGA3′ R:5′TCTCCAAATACTAGCCTAACCTCA3′	159
H19	lncRNA	F:5′CCCACCTCATTTGTCTTTATTC3′ R:5′TGAGTCTGCTCTTTCAAAATGTT3′	80
GAPDH		F:5′CACTGAGCAAGAGAGGCCCTAT3′ R:5′GCAGCGAACTTTATTGATGGTATT3′	144

**Note:**

Abbreviations: F, Forward; R, Reverse.

### Statistical analysis

All research data were shown as mean ± SD. Independent Student’s t test was used to analyze the difference between CON and DOX groups. The statistical analysis was carried out with GraphPad Prism software 8.0 (GraphPad Software Inc., San Diego, CA, USA). *P* < 0.05 was considered statistically significant.

## Results

### Changes of serum LDH and CK-MB levels

LDH and CK-MB are the key myocardial enzymes which existed in cytoplasm in normal condition, they could be released into the blood during myocardial injury (Fang et al., 2019a). In order to evaluate DIMI, we detected serum LDH and CK-MB levels. In comparison with the CON group, the levels of serum LDH and CK-MB were significantly increased in the DOX group (Fig. 2), these results indicated that DOX could induce myocardial injury.

**Figure 2:**
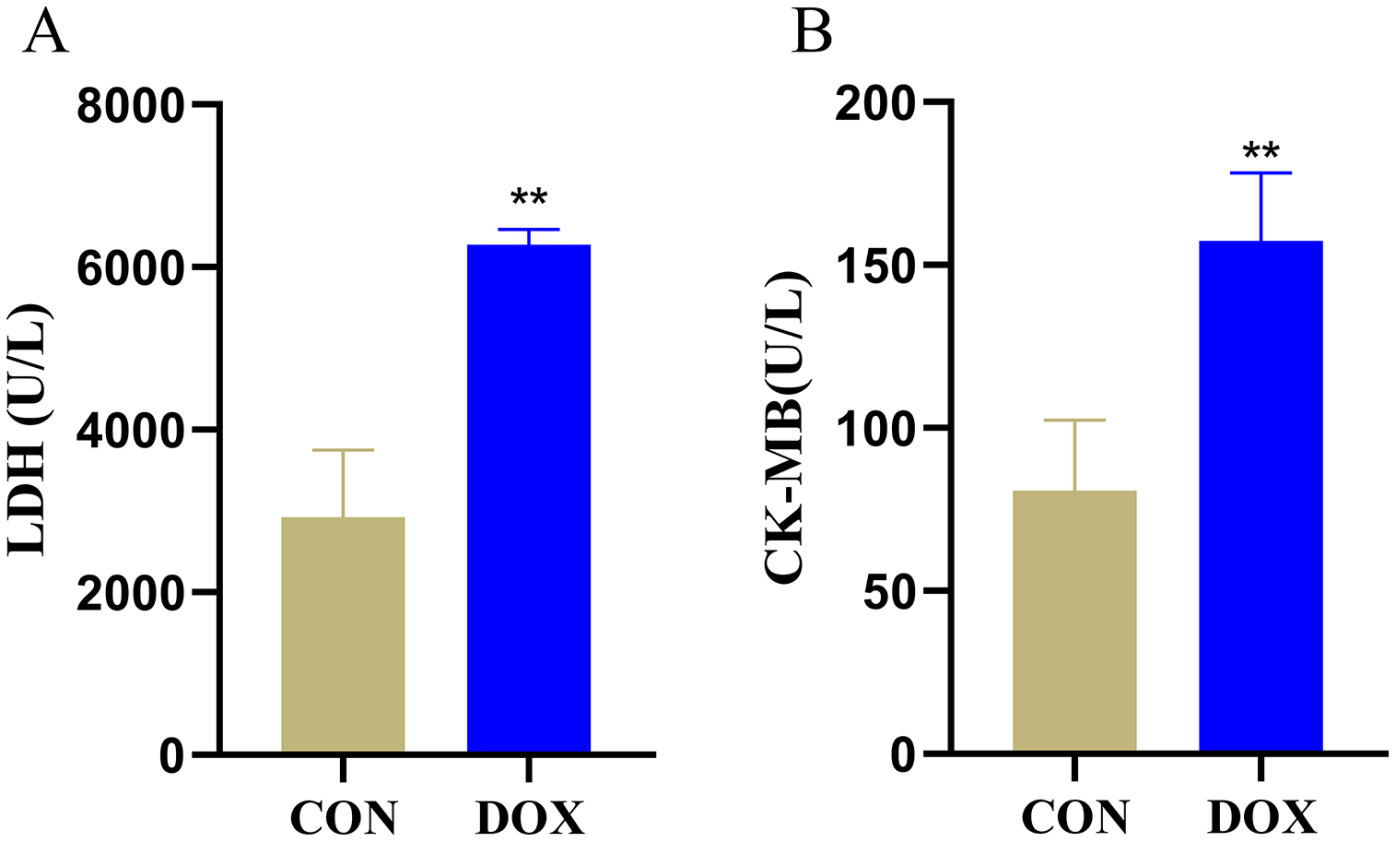
Serum lactic dehydrogenase (LDH) and myocardial-bound creatine kinase (CK-MB) levels in each group. (A) Serum LDH levels. (B) Serum CK-MB levels. **P < 0.01 *vs*. the CON group, the values are presented as mean ± SD (*n* = 6). CON: Con group, marked with yellow bar; DOX: DOX group, marked with bule bar.

### Changes of myocardial histological observation by HE staining

The HE staining results showed in the CON group, the myocardial tissue was uniformly stained with red staining in cytoplasm, blue staining in the nucleus, complete cell membrane, compact arrangement, and no interstitial edema. Compared with the CON group, in the DOX group, the myocardial tissue was not uniformly stained, with weakly staining cytoplasm and nucleus staining in damaged areas, and the cells were fragmented with incomplete cell membrane, and myocardial fibers were loosely arranged, interstitial edema was observed (Fig. 3). These results suggested that DOX caused myocardial structural changes.

**Figure 3:**
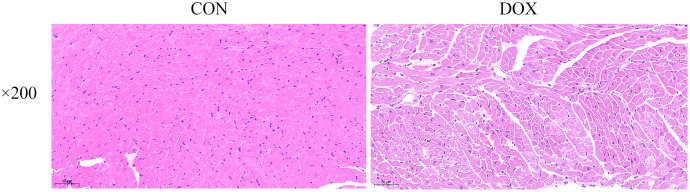
Typical HE staining pictures of mice myocardial tissue in each group (×200). CON, Con group; DOX, DOX group.

### Changes of GPx4 protein expression in heart tissue measured by western blot

GPx4 is an endogenous scavenger for lipid peroxides, it plays a key role in regulating ferroptosis (Tadokoro et al., 2020). We measured GPx4 protein expression in the two groups by western blot. The result showed compared with the CON group, the expression of GPx4 protein, a marker of ferroptosis, was decreased in the DOX group (Fig. 4), it suggested that DOX induced the happening of ferroptosis.

**Figure 4:**
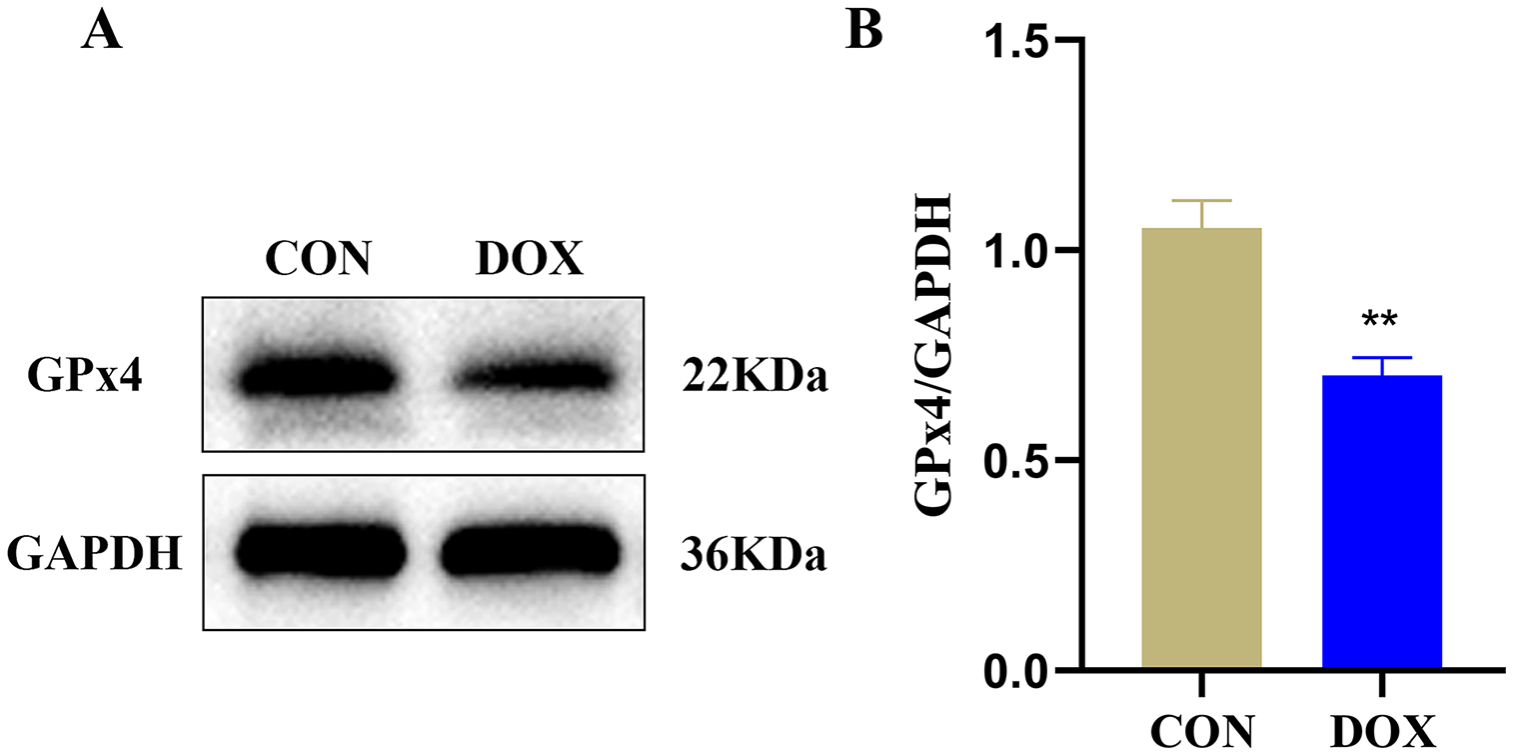
The glutathione peroxidase 4 (GPx4) protein expression in mouse myocardium. (A) Representative western blot band. (B) The relative protein expression levels of GPx4. **P < 0.01 *vs*. the CON group, the values are presented as mean ± SD (*n* = 3). CON: Con group, marked with yellow bar; DOX: DOX group, marked with bule bar.

### Detection of differentially lncRNAs and mRNAs by microarray analysis in heart tissue

Seven myocardial samples (three in CON group and four in DOX group) were collected for microarray analysis. 

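Each of the 7 hearts was measured on its own single-colour array (Agilent, Cy3 label), which carried 62976 spots of a mouse lncRNA and mRNA design. The CON group comprised replicates 1, 2 and 3, from mice given saline, and the DOX group comprised replicates 1, 2, 4 and 5, from mice given DOX at 15 mg/kg, with the hearts taken on day 3. According to the supplementary sample sheet, rRNA was removed, the RNA was labelled by random priming along whole transcripts, and quantile normalization was performed in GeneSpring. The authors deposited the scanner output of each array, with a background-subtracted signal intensity for each spot that is not yet normalized between arrays, and a table of their normalized log2 values for 60641 probes. The values given here start from the signal intensity. Its log2 was quantile-normalized across the 7 arrays, control spots and spots of uneven brightness were left out, and probes well above background on at least 3 arrays were tested with limma. A probe was called differentially expressed at more than 2-fold change and an adjusted p under 0.05, with Benjamini-Hochberg adjustment within lncRNA probes and within mRNA probes. The files give these probes no gene names, so the counts are of probes, and probes were assigned to the lncRNA or mRNA class by the start of their name, a division chosen because it matched the paper's counts. Before normalization the median signal of these probes was between 58.5 and 70.8 on the CON arrays and between 107.2 and 130.8 on the DOX arrays. Between 88.6% and 90.0% of probes were well above background on the CON arrays and between 86.3% and 89.5% on the DOX arrays, and none of their spots was saturated. The bright-corner control spots, which are printed at the corner of the array and do not measure a mouse transcript, had a median signal between 3362 and 3461 on the CON arrays and between 21808 and 29522 on the DOX arrays. All CON arrays were scanned in 1 session and all DOX arrays in another, 366 days apart, with the same scanner and extraction software. The recorded photomultiplier voltage of the scanner was 355 on each CON array and 356 on each DOX array. Scan session and treatment therefore cannot be told apart, and this holds for every difference between the groups. With 3 and 4 arrays per group, the number of arrays limits the precision of each value.

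**Figure D1:**
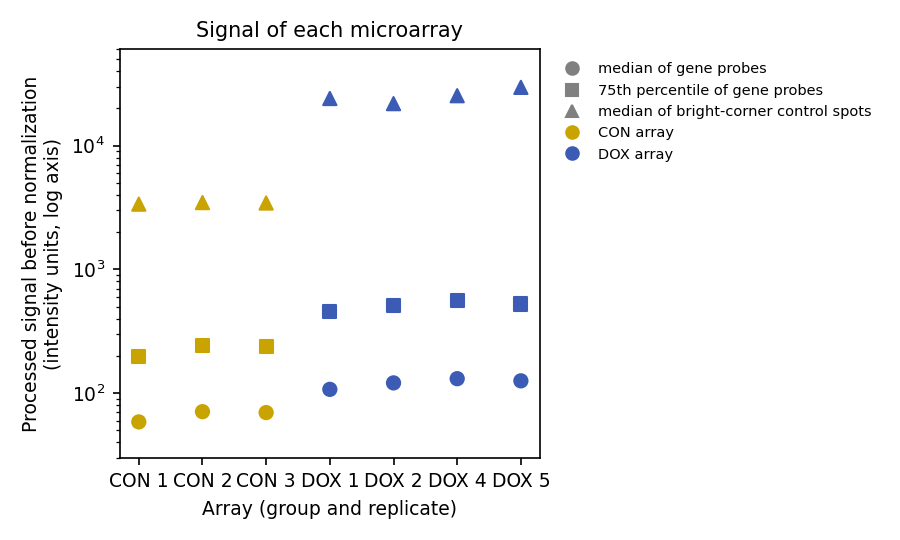
Signal of each array before normalization, on a log axis in intensity units, with the 3 CON arrays in yellow and the 4 DOX arrays in blue. Circles are medians of the lncRNA and mRNA probes, squares their 75th percentiles and triangles medians of the bright-corner control spots, and the triangles of the DOX arrays range from 21808 to 29522 while those of the CON arrays range from 3362 to 3461.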

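The relation between the arrays was examined over 55416 lncRNA and mRNA probes with a value on all 7 arrays, without selecting those that differed between the groups. Average-linkage clustering on 1 minus Pearson's correlation divided the arrays first into CON and DOX. Across probes, the correlation between 2 arrays was 0.989 to 0.991 within the CON group, 0.975 to 0.987 within the DOX group and 0.886 to 0.906 between the groups. The first principal component held 82.0% of the variance and separated the groups, with scores from -156.72 to -153.8 on the CON arrays and from 106.14 to 132.41 on the DOX arrays. The second component held 6.96% and separated DOX arrays from one another, with DOX replicate 5 at 83.12 and DOX replicate 4 at -51.58. DOX replicate 5 also had the lowest mean correlation with the other arrays of its group, 0.979, and DOX replicate 1 the highest, 0.986. Without DOX replicate 5 the first component held 86.1%. Without a filter on dim probes it held 79.1%.

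**Figure D2:**
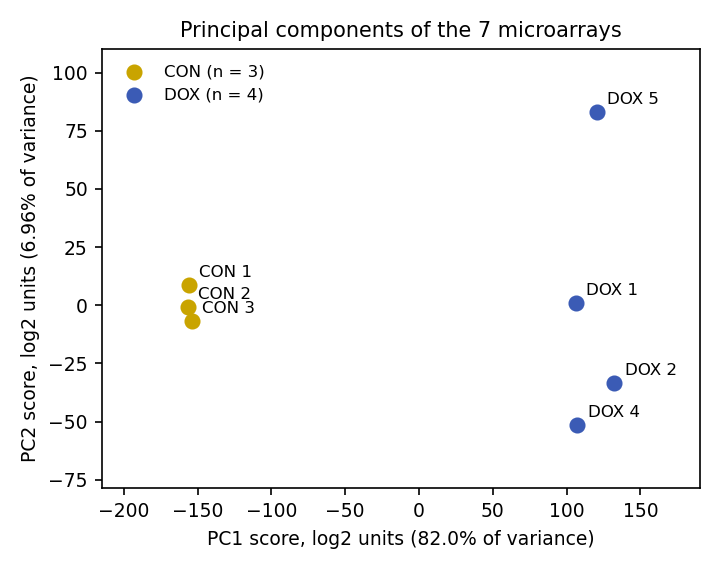
Scores of the 7 arrays on the first (horizontal) and second (vertical) principal components of the normalized log2 signal, with 1 point per array. The CON arrays in yellow lie together on the left, from -156.72 to -153.8, and the DOX arrays in blue lie on the right and are spread along the vertical axis between -51.58 and 83.12.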

The differentially expressed lncRNAs and mRNAs were shown using cluster heatmaps and volcano plots (Fig. 5) in the DOX and CON groups. 

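In the DOX group, 6299 lncRNA probes were up-regulated and 4395 were down-regulated. Among mRNA probes, 2292 were up-regulated and 4534 were down-regulated. Up-regulated probes thus made up 58.9% of the called lncRNA probes and 33.6% of the called mRNA probes. Of all probes tested, called or not, 65.9% of the lncRNA probes and 69.8% of the mRNA probes had all DOX arrays above or all DOX arrays below every CON array, which chance alone gives for 5.71% of probes. The split by direction depended on the scaling. When each array was scaled to its 75th percentile in place of quantile normalization, the median log2 change moved from 0.06 to -0.36 for lncRNA probes and from -0.29 to -0.58 for mRNA probes. Under that scaling 4389 lncRNA probes were up-regulated and 8546 down-regulated, so that 33.9% of the called lncRNA probes were up-regulated. For mRNA probes the counts were 1758 and 6690, or 20.8% up-regulated. The alternative that moved the number of calls most was the test against a fold change of 2 itself (limma's treat), under which 3187 lncRNA probes were up-regulated and 1703 down-regulated, and 1064 mRNA probes were up-regulated and 1838 down-regulated. With normexp background correction on the median spot signals, chosen after the data were seen, 3436 lncRNA probes were up-regulated and 1717 down-regulated, and 1357 mRNA probes were up-regulated and 2572 down-regulated.

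**Figure D3:**
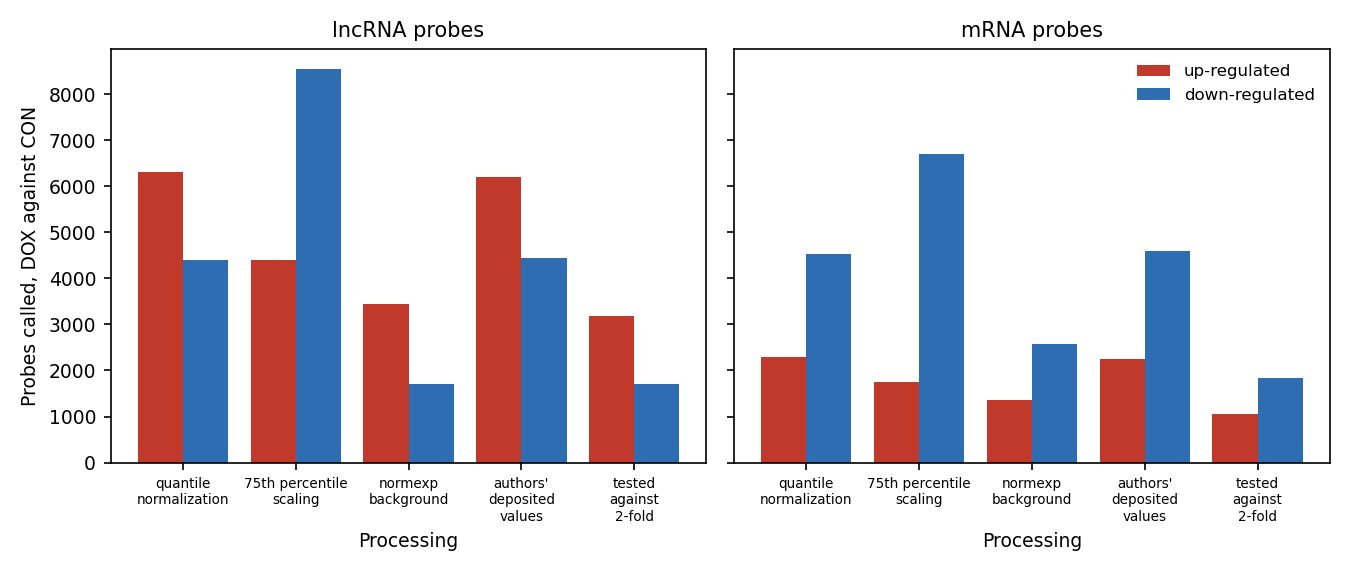
Number of lncRNA probes (left) and mRNA probes (right) called up-regulated (red) or down-regulated (blue) between DOX and CON, as bars, under each way of processing named on the axis. With quantile normalization up-regulated lncRNA probes (6299) outnumber down-regulated ones (4395), with scaling to the 75th percentile they do not (4389 against 8546), and mRNA probes are mostly down-regulated under each of the processings shown.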

Compared with the CON group, the differential expression of lncRNAs including 5,953 up-regulated and 4,312 down-regulated lncRNAs, and the differentially expressed 2,136 up-regulated and 4,474 down-regulated mRNAs with more than two folds change and FDR less than 0.05 were identified in the DOX group.

**Figure 5:**
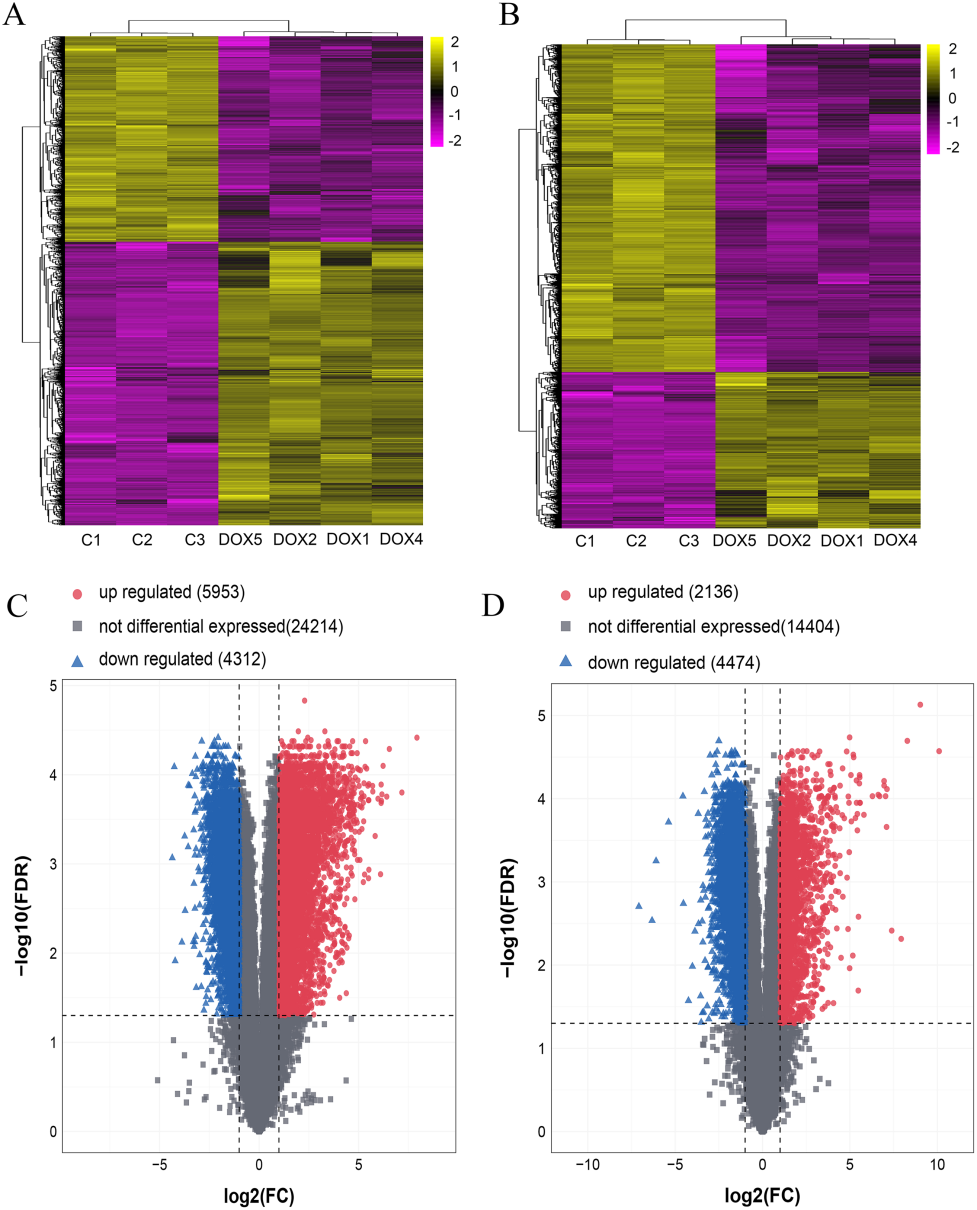
The expression profiles of lncRNAs and mRNAs in mouse myocardium between CON and DOX groups. (A) Hierarchical clustering of the differentially expressed lncRNAs. (B) Hierarchical clustering of the differentially expressed mRNAs. (C) Volcano plots of differentially expressed lncRNAs. (D) Volcano plots of differentially expressed mRNA. Hierarchical clustering and volcano plots were created by R software (R Core Team, 2021); up-regulated lncRNAs and mRNAs were highlighted in yellow and down-regulated lncRNAs and mRNAs were highlighted in purple in hierarchical clustering. up-regulated lncRNAs and mRNAs were marked with red dots, down-regulated lncRNAs and mRNAs were marked with blue triangle in volcano plots. The differentially expressed lncRNAs and mRNAs were selected with thresholds of fold change >2.0 and false discovery rate (FDR) < 0.05.

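Over the lncRNA probes, 34479 were tested, which equals the sum of the numbers printed in Fig. 5C, and 23785 of them were not called. Large rises were more frequent than large falls. More than 8-fold up-regulation was found for 749 lncRNA probes and more than 8-fold down-regulation for 84. Among called lncRNA probes that were well above background on all 7 arrays and whose groups did not overlap, the probe ASMM10LNC1A113075236V4 rose most, from a normalized log2 signal of 8.23 ± 0.25 (SD, n = 3) in the CON group to 14.79 ± 0.10 (SD, n = 4) in the DOX group. Its log2 fold change was 6.56 (standard error 0.14, adjusted p = 9.39e-07 from limma with Benjamini-Hochberg adjustment). The probe ASMM10LNC1A113067022V4 fell most, from 13.16 ± 0.74 (SD, n = 3) to 8.81 ± 0.32 (SD, n = 4), a log2 fold change of -4.35 (standard error 0.34, adjusted p = 2.54e-05 from limma with Benjamini-Hochberg adjustment). Both differences were larger than the spread between replicates. For 617 of the up-regulated lncRNA probes no CON array, and for 620 of the down-regulated ones no DOX array, was well above background, so that only a bound on their fold change was measured.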

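Of the 21013 mRNA probes tested, 14187 were not called. More than 8-fold up-regulation was found for 238 mRNA probes and more than 8-fold down-regulation for 72. Among called mRNA probes that were well above background on all 7 arrays and whose groups did not overlap, the probe ASMM10AP1B112338299V4 rose most, from a normalized log2 signal of 5.57 ± 0.26 (SD, n = 3) in the CON group to 12.71 ± 0.31 (SD, n = 4) in the DOX group. Its log2 fold change was 7.14 (standard error 0.20, adjusted p = 7.25e-07 from limma with Benjamini-Hochberg adjustment). The probe ASMM10AP1B100016622V4 fell most, from 16.85 ± 0.21 (SD, n = 3) to 9.78 ± 1.49 (SD, n = 4), a log2 fold change of -7.07 (standard error 0.72, adjusted p = 9.10e-05 from limma with Benjamini-Hochberg adjustment). Its 4 DOX arrays were spread from 7.85 to 11.10, all below the lowest CON array at 16.61. For 184 of the up-regulated mRNA probes no CON array, and for 282 of the down-regulated ones no DOX array, was well above background.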

### Ferroptosis-related genes were screened by FerrDb database and biological functions were analyzed through DAVID database

There were 388 ferroptosis-related genes obtained by FerrDb database (Version 2; http://www.zhounan.org/ferrdb/), which were intersected with 6,610 differentially expressed mRNAs obtained by microarray analysis, and 114 ferroptosis-related genes in the DOX group were obtained (Fig. 6A). 

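The mRNA probes that enter such an intersection numbered 6826 over both directions, or 32.5% of the mRNA probes tested. The probes carry no gene names in the files, so the overlap with the database was not analysed here. The paper takes the genes shared by the database and its differentially expressed mRNAs as the ferroptosis-related genes of the DOX group.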

Gene Ontology (GO) analysis, including biological processes, molecular functions and cellular components, and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways of these 114 genes were performed to reveal the potential biological function through DAVID database (Version 2021). GO analysis results showed that 32 biological process (BP) items, 15 cellular Component (CC) items and 11 molecular function (MF) items were enriched. The top 10 GO enrichment items from each category (BP, CC, MF) were shown in a bar graph in Fig. 6B, where the autophagy (GO:0006914), positive regulation of autophagy (GO:0010508) in BP item, mitochondria (GO:0005739), iron-sulfur cluster assembly complex (GO:1990229), membrane (GO:0016020) in CC item, oxidoreductase activity (GO:0016491), two iron, two sulfur cluster binding (GO:0051537), iron-sulfur cluster binding (GO:0051536) and iron ion transmembrane transporter activity (GO:0005381) in MF item were closely associated with ferroptosis. In KEGG pathway analysis results, 20 related signaling pathways were enriched, the top 10 pathways were shown in the form of bubble diagram in Fig. 6C, among which, ferroptosis was one of the important pathways. The above bioinformatics analysis results suggested that these 114 genes were involved in ferroptosis.

**Figure 6:**
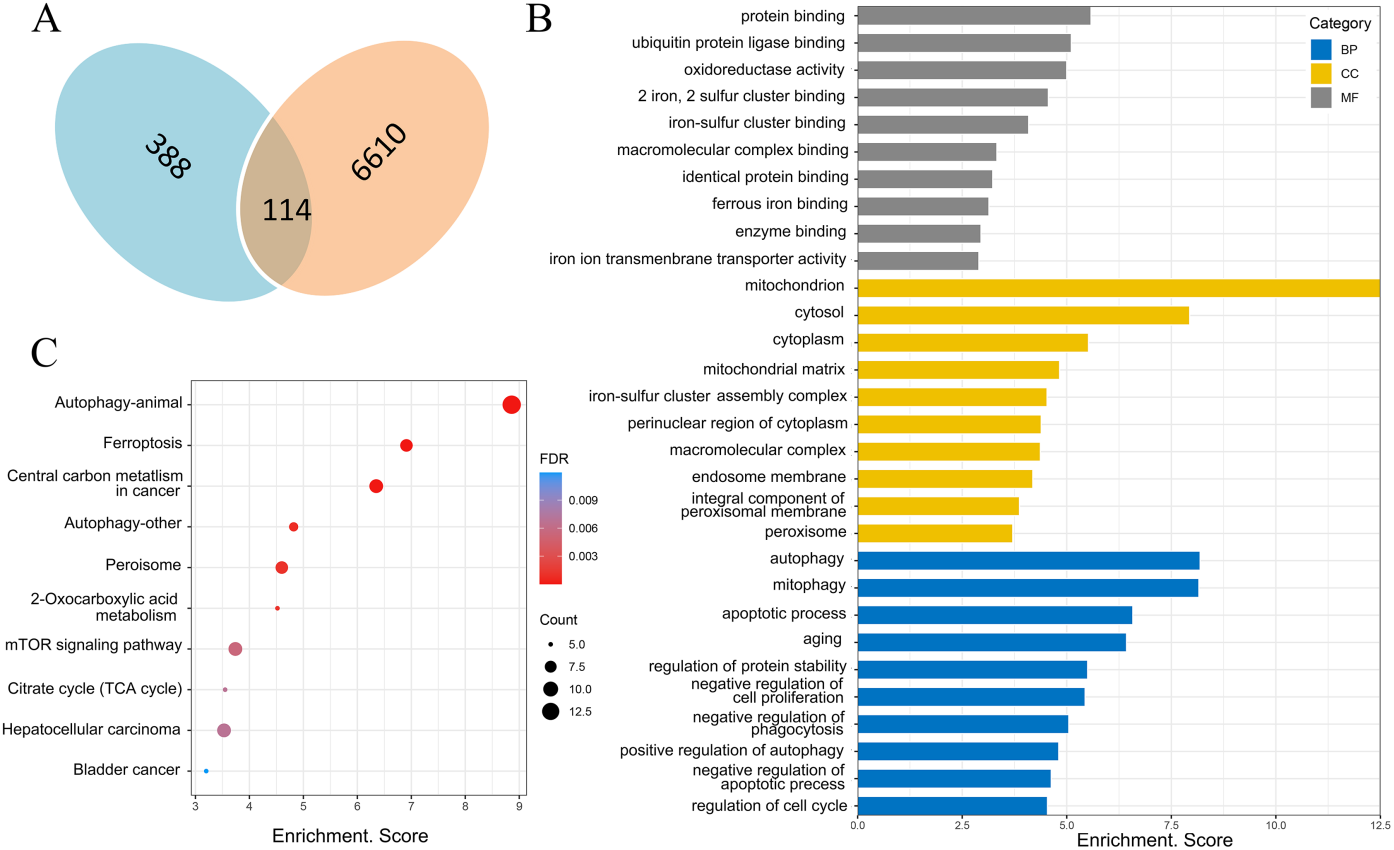
Screening of ferroptosis-related genes and biological function analysis. (A) Venn diagram, the blue areas represent ferroptosis-related genes in the FerrDb database, the orange areas represent the differentially expressed mRNAs. (B) GO analysis of ferroptosis-related genes in DOX-induced myocardial injury (DIMI), the top 10 GO terms from each category (BP, CC, MF) were listed. (C) KEGG pathway analysis of ferroptosis-related genes in DIMI, the top 10 pathways were listed.

### PPA network was created with the STRING database and high score genes were scored by CytoHubba plugin through MCC algorithm

The PPA network of 114 ferroptosis-related genes in the DOX group was constructed through STRING database (Version 11.5), and score parameters was set to medium confidence (0.400) (Fig. 7A). PPA network data (Download date: 2022.9.23) was imported into Cytoscape software. Because CytoHubba plugin implements eleven node ranking methods to evaluate the importance of nodes in a biological network, MCC has a better performance on the precision of predicting important proteins, so the genes closely related to ferroptosis of PPA network were scored by the MCC algorithm through the CytoHubba plugin (Chin et al., 2014). Top ten genes were displayed in Fig. 7B, among them, the MCC score of Becn1 was the highest, and the microarray analysis results showed that Becn1 was the most significantly up-regulated gene among the 114 ferroptosis-related genes. Therefore, we speculated that Becn1 might play an important role in mediating ferroptosis involved in DIMI.

**Figure 7:**
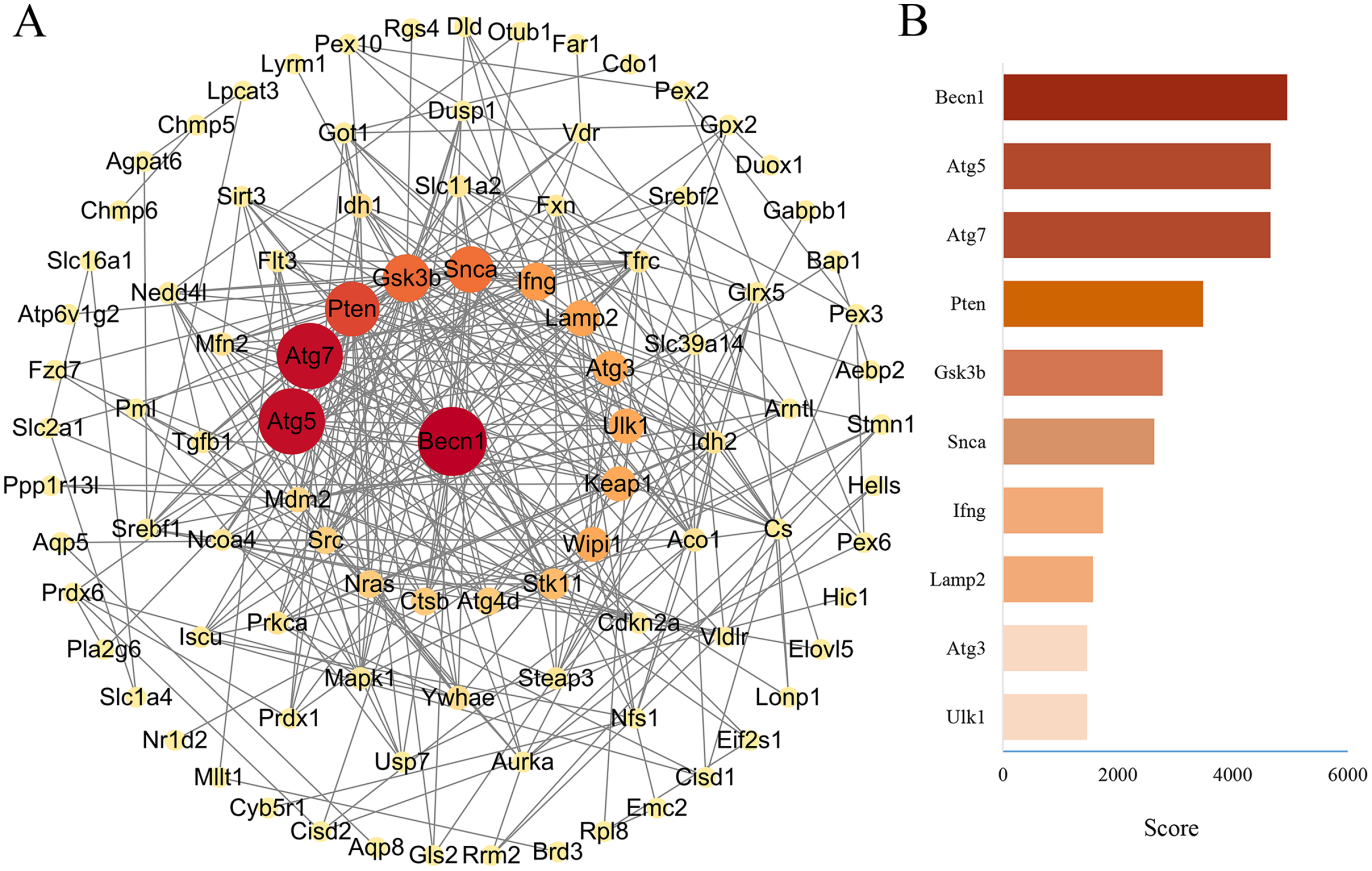
PPA network of ferroptosis-related genes and the top 10 maximal clique centrality (MCC) score genes in DOX-induced myocardial injury (DIMI). (A) PPA network of ferroptosis-related genes, the node color and size were set based on MCC score. (B) The top 10 MCC score genes scored using CytoHubba plugin, the high to low MCC score was represented by red and orange red bar.

### Construction of ceRNA network of the highest MCC score gene Becn1

The miRNAs binding to Becn1 gene in DIMI were predicted using the Starbase database, and the prediction conditions were set as follows: predicted programs were miRanda and miRmap. The result showed that there were six miRNAs that could bind with Becn1. Then, the lncRNAs binding to each of the six miRNAs obtained above were predicted, the prediction conditions were set as follows: CLIP Data is medium stringency (≧2), and there were 19 lncRNAs binding to miRNA were obtained. Finally, these predicted lncRNAs were intersected with differentially expressed lncRNAs to obtain lncRNA/miRNA/mRNA ceRNA network. The results showed that the ceRNA network was composed of Becn1, three miRNAs and four lncRNAs, there are Rian/mmu-miR-145a-5p/Becn1, Tug1/mmu-miR-145a-5p/Becn1, Malat1/mmu-miR-30e-5p/Becn1 and H19/mmu-miR-299a-3p/Becn1 axes respectively. The data of ceRNA network were imported into Cytoscape software for visual display (Fig. 8).

**Figure 8:**
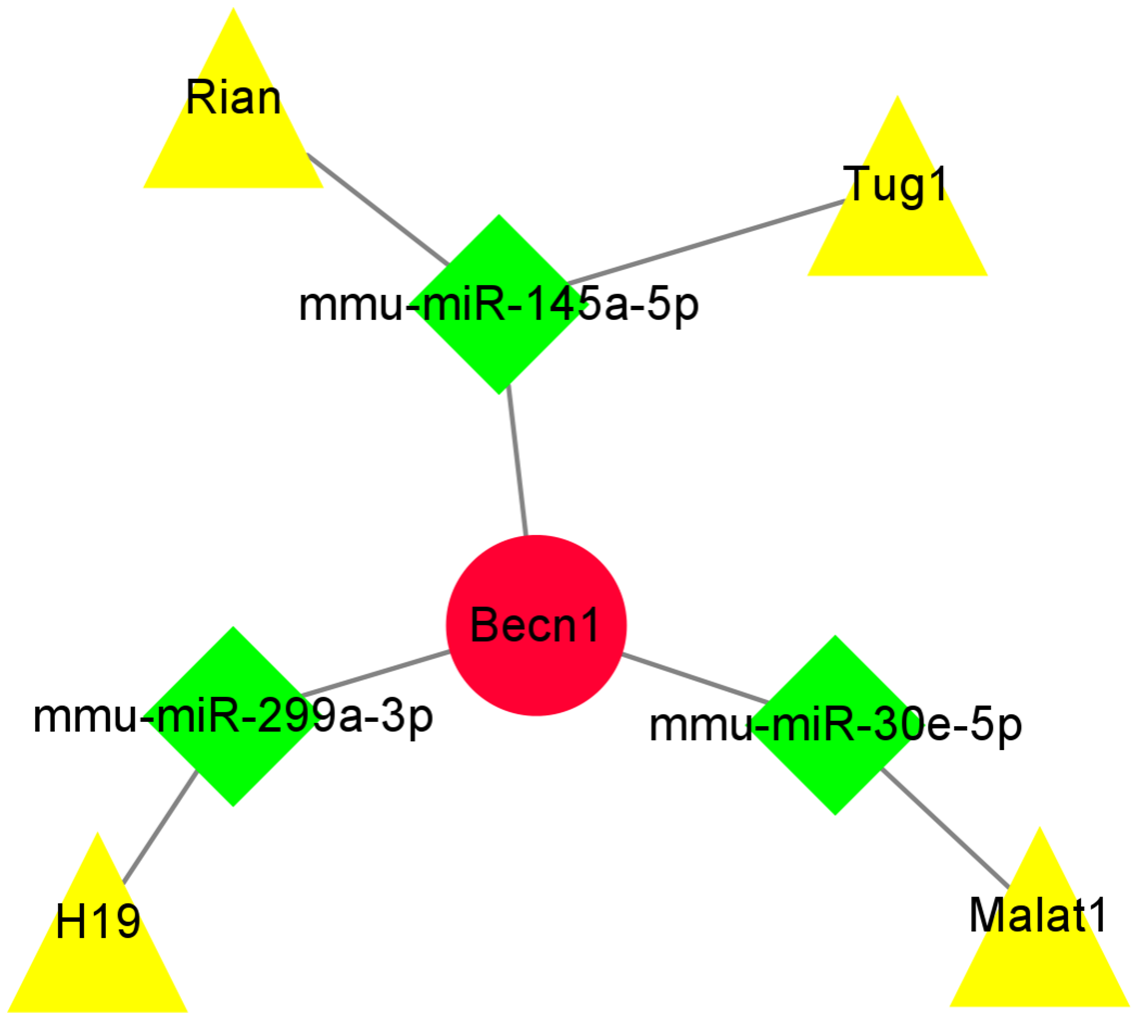
The ceRNA network of the highest maximal clique centrality (MCC) score gene Becn1. The ceRNA network was constructed based on predicted lncRNA-miRNA and miRNA-mRNA interactions. The ceRNA network include up-regulated lncRNAs, predicted miRNAs, and up-regulated mRNA. Red circle represents up-regulated mRNA Becn1, green diamond represents predicted miRNAs, yellow triangle represents up-regulated lncRNAs.

### The expressions of the major components were detected by qRT-PCR in ceRNA network

The qRT-PCR results showed that the expressions of Becn1 at mRNA level and four lncRNAs in the ceRNA network were significantly up-regulated in the DOX group compared with the CON group (Figs. 9A–9E), which had the same trend with microarray results (Fig. 9F). Hence, the expression levels of Becn1 mRNA and four lncRNAs met with the conditions to construct ceRNA network.

**Figure 9:**
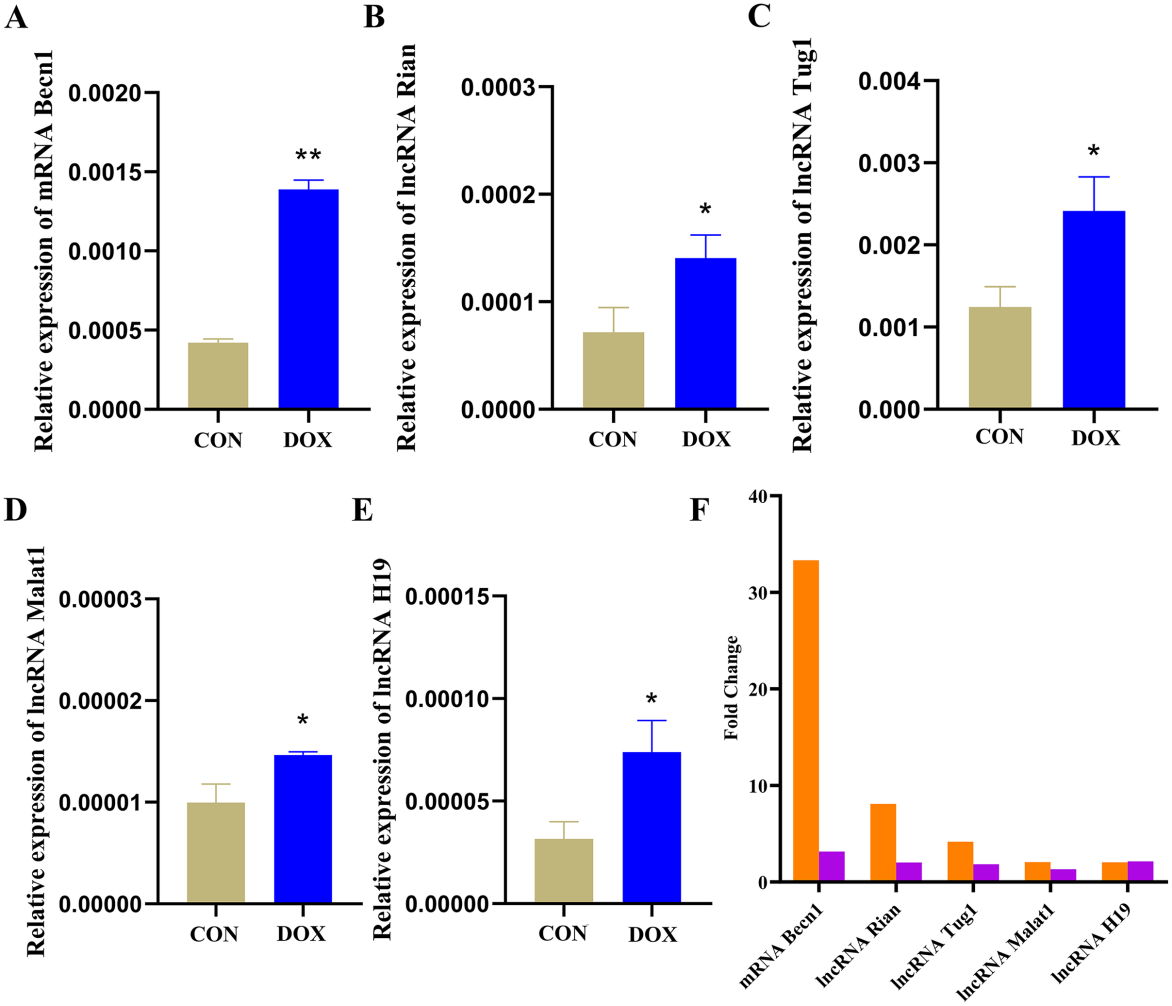
The expressions of the major components in ceRNA network. (A–E) Relative expressions of the major mRNA and lncRNAs in ceRNA network. CON: Con group, marked with yellow bar; DOX: DOX group, marked with bule bar. (F) The expressions of the major mRNA and lncRNAs in ceRNA network compared to microarray results, microarray results were represented by orange bars and qRT-PCR results were represented by purple bars. *P < 0.05, **P < 0.01 *vs*. the CON group, the values are presented as mean ± SD (*n* = 3).

## Discussion

It is well known that doxorubicin belongs to the first-line and broad-spectrum clinical antitumor drug, but due to its cardiotoxic side-effects, the incidence of heart failure in cancer patients is increased. Therefore, to explore the mechanisms of DOX induced myocardial injury and find the effective preventive measures can reduce the incidence of myocardial injury and improve the survival rate of cancer patients. Although numerous studies have elucidated the mechanisms underlying DIMI, the exact mechanism remains to do further research. Recent studies have found that ferroptosis is involved in DIMI (Fang et al., 2019b; Tadokoro et al., 2020), and alleviating ferroptosis may be a possible therapeutic strategy to prevent DIMI (Kitakata et al., 2022). Non-coding RNAs play an important role in DIMI (Zhao et al., 2018; Hu et al., 2019; Lu et al., 2020; Zhan, Hu & Wang, 2020), and the ceRNA regulation mechanism is one of the crucial ways (Xia et al., 2020), but few reports investigate the ceRNA network on regulating ferroptosis in DIMI. Therefore, this study aims to construct the lncRNA/miRNA/mRNA ceRNA network through bioinformatics analysis technology in DIMI, it will provide the potential mechanisms and biomarkers for finding the effective therapeutic targets.

In this study, we used DOX to induce myocardial injury in mice model. The results showed that in comparison with the CON group, in the DOX group, the levels of serum LDH and CK-MB levels were significantly increased 3 days after DOX intervention. HE staining showed that the cardiomyocyte membranes and nucleus were abnormally stained with the destroyed structure. The changes of myocardial enzymes and histology suggested that DOX could cause myocardial injury. Meanwhile, we observed GPx4 protein expression in the DOX group was significantly lower than in the CON group, it suggested that ferroptosis was involved in DIMI, which was consistent with previous reports (Tadokoro et al., 2020; Li et al., 2021). Based on the above animal model, further research was carried out to identify the potential ceRNA mechanisms in DIMI.

In recent years, lncRNAs cause more and more attentions in disease development, recent investigations demonstrate that lncRNAs play a key role in cardiovascular disease, which may be biomarkers or even the therapeutic targets for cardiovascular diseases (Wang et al., 2021). In this study, firstly, the differentially expressed lncRNAs and mRNAs were detected by microarray analysis in DIMI. The results showed that there were 10,265 differentially expressed lncRNAs (5,953 up-regulated and 4,312 down-regulated) and 6,610 differentially expressed mRNAs (2,136 up-regulated and 4,474 down-regulated) in the DOX group compared with the CON group. The microarray analysis results suggest that these differentially expressed lncRNAs and mRNAs may be involved in DIMI, and the possible mechanism requires further study.

Ferroptosis as a new programmed mode of cell death has been reported involved in DIMI (Li et al., 2021; Kitakata et al., 2022; Chen et al., 2022). Ferroptosis-related genes play a crucial role in regulation of ferroptosis in DIMI. So, we want to screen out ferroptosis-related genes from the differentially expressed mRNAs in DIMI. The 388 ferroptosis-related genes were obtained from the FerrDb database and intersected with the differentially expressed mRNAs, as a result, the 114 ferroptosis-related genes were screened. In order to further explore the potential biological functions of the 114 ferroptosis-related genes, GO analysis and KEGG pathway analysis were performed using the DAVID database. GO analysis results shows that the autophagy (GO:0006914) in BP item, mitochondria (GO:0005739), iron-sulfur cluster assembly complex (GO:1990229), membrane (GO:0016020) in CC item, oxidoreductase activity (GO:0016491), two iron, two sulfur cluster binding (GO:0051537), iron-sulfur cluster binding (GO:0051536) and iron ion transmembrane transporter activity (GO:0005381) in MF item were closely associated with ferroptosis. KEGG pathway analysis showed that ferroptosis was one of the important signaling pathways involved in DIMI. The above biological function analysis results suggested that ferroptosis was involved in DIMI, which was closely related to these 114 genes. Then the PPA network was obtained using the STRING database to analyze the interaction relationships between these 114 genes, and the ferroptosis-related genes were scored by the CytoHubba plugin using MCC algorithm in Cytoscape software. The result showed that Becn1 was the highest MCC score gene, which means that Becn1 was the most important protein in the PPA network. Combined with the microarray analysis results, it showed that Becn1 mRNA was highly expressed in the DOX group, and it was the most up-regulated gene among the 114 ferroptosis-related genes. Therefore, we speculated that Becn1 could play an important role in regulating ferroptosis in DIMI. Since previous studies reported that Becn1 was an important autophagy-related gene, but a recent finding (Kang et al., 2018) revealed that Becn1 was meanwhile a new driver of ferroptosis, which promoted ferroptosis through formatting Becn1-SLC7A11 complex to inhibit the cysteine and glutamate antiporter system X_c_^-^ activity in cancer cells. It also reported that Becn1 promoted hepatic stellate cells ferroptosis by suppressing xCT-driven Gpx4 expression (Tan et al., 2022), and Becn1 haploinsufficiency protected against low ambient temperature-induced myocardial remodeling and contractile dysfunction through inhibiting ferroptosis (Yin et al., 2020). Nonetheless, whether Becn1 participates in DIMI by promoting ferroptosis has not been reported. Therefore, we want to seek for the likely connection of Becn1 and ferroptosis in DIMI.

A prior study proposed a ceRNA hypothesis that mRNA, miRNA and lncRNA could crosstalk with each other to form a regulatory network (Salmena et al., 2011). In our study, 10,265 differentially expressed lncRNAs were detected by microarray analysis in the DOX group, accumulating evidences had suggested that lncRNAs could sponge miRNAs through ceRNA mechanism resulting in alterations in the miRNAs-regulated mRNA levels, so we further investigate the ceRNA mechanisms between these differentially expressed lncRNAs and Becn1 in regulating ferroptosis in DIMI. To systemically explore the potential ceRNA mechanisms between these differentially expressed lncRNAs and Becn1, miRNAs bound with Becn1 and lncRNAs bound with miRNAs were predicted respectively by Starbase database, then the predicted lncRNAs were intersected with the differentially up-regulated lncRNAs to obtain lncRNA/miRNA/mRNA ceRNA network, the results showed there were Rian/mmu-miR-145a-5p/Becn1, Tug1/mmu-miR-145a-5p/Becn1, Malat1/mmu-miR-30e-5p/Becn1 and H19/mmu-miR-299a-3p/Becn1 axes respectively. There have been reported that lncRNA Rian, lncRNA Tug1, lncRNA Malat1 and lncRNA H19 all serve as ceRNA involved in multiple biological process, such as apoptosis (Wu et al., 2020; Yao et al., 2020), ferroptosis (Liang et al., 2022; Zhang et al., 2022) and pyroptosis (Sun, Mao & Ji, 2021; Kang et al., 2022). Zhang and He reported that lncRNA Malat1/mmu-miR-30a/Becn1 was involved in myocardial infarction (Zhang & He, 2020). Furthermore, we also measured the expressions of Becn1 and the four lncRNAs (lncRNA Rian, Tug1, Malat1 and H19) by qRT-PCR, the results of Becn1 at mRNA expression and the four lncRNAs met the conditions to construct ceRNA network. All above further hinted that the ceRNA network we established has the theoretical credibility.

There are some limitations in the present study. First, only male mice were employed to observe the cardiotoxicity of DOX; it may be beneficial to select both female and male mice to explore the cardiotoxicity of DOX because DOX is a broad-spectrum antitumor chemotherapy drug in clinic. Second, we only selected single intraperitoneal injection of DOX to induce acute cardiotoxicity; it may did not truly reflect the dose-dependent cardiotoxicity of DOX in clinical chemotherapy. In the future, we will select both female and male mice and dose-dependent DOX to investigate the likely mechanisms of DIMI, and we will further to validate and investigate how Becn1 regulating ferroptosis and its regulatory role in ceRNA network in DIMI.

## Conclusions

In summary, we identified the differentially expressed lncRNAs and mRNAs in DIMI by microarray analysis, screened the highest MCC score gene Becn1 that regulated ferroptosis by bioinformatics analysis methods, and constructed the potential lncRNA/miRNA/mRNA ceRNA regulatory network. Our findings may be as a potential ceRNA mechanism in regulation of ferroptosis, and it can provide the objective for further research on the mechanism investigation of DIMI.

## Supplemental Information

10.7717/peerj.14767/supp-1 Supplemental Information 1 Original data of CK and LDH levels. Click here for additional data file.

10.7717/peerj.14767/supp-2 Supplemental Information 2 Original data of RT-PCR. Click here for additional data file.

10.7717/peerj.14767/supp-3 Supplemental Information 3 Original data predicted by Starbase. Click here for additional data file.

10.7717/peerj.14767/supp-4 Supplemental Information 4 Original picture of WB. Click here for additional data file.

10.7717/peerj.14767/supp-5 Supplemental Information 5 Original figure of HE in CON group (20.0x). Click here for additional data file.

10.7717/peerj.14767/supp-6 Supplemental Information 6 Original figure of HE in DOX group (20.0x). Click here for additional data file.

10.7717/peerj.14767/supp-7 Supplemental Information 7 ARRIVE 2.0 Checklist. Click here for additional data file.

10.7717/peerj.14767/supp-8 Supplemental Information 8 MIAME checklist. Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

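The measurements are microarrays of mouse hearts, 3 from the CON group and 4 from the DOX group, with 1 array for each mouse. The mapping of arrays to groups and replicates was taken from the sample labels, which give the same names as the paper's Fig. 5, and the dose of 15 mg/kg and day 3 from the paper's methods.

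The authors deposited 2 kinds of values. The first is the output of Agilent Feature Extraction 11.0.1.1 for each array, in which the intensity values, as deposited by the authors and described in the file headers, were background-subtracted and corrected within the array, with no normalization between arrays. The second is the authors' deposited table of log2 values for 60641 probes, which the supplementary sample sheet describes as quantile-normalized in GeneSpring GX. Each column of that table was set against the log2 processed signal of the same array, and Pearson's correlation across probes was 0.996 to 0.997.

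What was computed from these files is as follows. The log2 of the processed signal was quantile-normalized across the 7 arrays over the spots that are not controls. Spots marked as non-uniform outliers, between 2 and 33 per array among lncRNA and mRNA probes, were left out, and the spots of a probe were averaged. Probes well above background on at least 3 of the 7 arrays were tested, namely 34479 lncRNA probes and 21013 mRNA probes. The test was limma (lmFit and eBayes, version 3.58.1 in R 4.3.3) between DOX and CON without covariates. A call required more than 2-fold change and an adjusted p under 0.05 (Benjamini-Hochberg, within each class). Quantile normalization follows the sample sheet and the thresholds follow the paper's methods, while limma was used in place of the methods' t-test. These choices were fixed before the data were examined, as were all alternatives except those named as chosen later. Control spots were given the normalized value that a gene probe of the same brightness had on the same array, and named and control probes were adjusted as a family of 100.

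The class of a probe was taken from the start of its name. Names that start with ASMM10AP1B were counted as mRNA and all other names in the authors' table as lncRNA. This division was chosen because, of the 126 ways to divide the 7 kinds of name between the classes, it was the only way in which the authors' values, the methods' t-test and the background filter gave the paper's 4 counts within 1 probe. The next closest way was off by up to 9 probes. The counts of each class under every setting, and differences between the classes, are therefore not independent of the paper's counts.

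The rule for named genes, set before the data were examined, covered the genes named in the paper's text, the genes of Fig. 7B, the predicted lncRNAs, and the 3 largest rises and falls in each class. The files pair none of the 60641 probes with a gene, so most of these genes were not analysed here, and the probe with the largest rise and the largest fall in each class is given by its identifier. The arrays also carry 50 probes printed 10 times each with transcript accessions, which are not part of the authors' table. Of these, 46 were matched to a gene symbol through a RefSeq gene table of assembly GRCm38.p6, used for names only. Among the genes of the rule, they include Atg3, and the control spots include Gapdh.

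Each group was scanned in a session of its own, so session could not be fitted beside treatment and was not tested as a batch. No 2 arrays of a group were copies of each other, since the SD of the log2 differences between arrays of a group was 0.358 to 0.598. Precision is limited by the number of arrays.

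The calling step was tested on simulated data for DOX against CON, drawn for 55492 probes from the means and spreads of the real ones, with 200 probes changed by 2 on the log2 scale. limma with both thresholds recovered 89.5% of them and called 4 unchanged probes. The methods' t-test, adjusted in the same way, recovered 67.0%, and the test against a 2-fold change 54.0%. The simulated data had few changed probes, independent noise and no difference between sessions. In the real data 31.0% of lncRNA and 32.5% of mRNA probes were called, so these rates do not carry over to the real calls.

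The alternatives were scaling to the 75th percentile, normexp background correction (offset 50), no filter on dim probes, a filter requiring all 7 arrays, the methods' t-test, the authors' values, the replicate number as a block, a test against a 2-fold change, and leaving out each array in turn. Python 3.11.15 with pandas 2.3.3 was used for tables.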

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

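The tests of scanner sensitivity, of RNA from another species and of the probes with no mouse target were chosen only after the signals were seen, while the test of defective spots was set before its result was seen. The p-values in this part come from limma with Benjamini-Hochberg adjustment over 100 named and control probes.

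The paper does not analyse the control spots of the arrays, and several of them differed between the groups. The bright-corner spots were higher on the DOX arrays by 1.63 on the normalized log2 scale (standard error 0.12, adjusted p = 5.62e-06), in all 4 DOX arrays. Before normalization their signal was 7.31-fold higher, against 2.26-fold for the 75th percentile of the gene probes. A more sensitive scan raises all spots by the same factor, whereas the corner spots rose 3.23 times as much as the gene probes, which argues against scanner sensitivity as the cause. The amount of control oligonucleotide, the hybridization and the washing stay open and were not tested. No biological explanation was tested, since these spots measure no mouse transcript.

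Probes of sequences that mice do not carry, or that are named as negative controls, also differed. They comprise 10 adenovirus E1A probes, 12 synthetic ERCC probes and 15 probes named as negative. Of the 26 that were well above background on at least 3 arrays, 14 passed the thresholds used for the gene probes (3 higher and 11 lower on the DOX arrays), or 53.8%. Of the 15 that were well above background on all 7 arrays, 5 passed. The largest rise was that of the probe (+)E1A_r60_a107, by 3.37 (standard error 0.40). A technical difference between the scan sessions may therefore contribute to the calls among gene probes. Such probes can also pick up mouse RNA by cross-hybridization, the viral and synthetic ones would read any spike-in RNA added at labelling, which was not tested, and treatment and session cannot be told apart in this design. With scaling to the 75th percentile 21 of the 26 passed, so the number depends on the processing. With the normexp background correction 2 passed (2 higher and 0 lower on the DOX arrays). That correction adds an offset of 50. Before normalization the 11 lower probes had a signal of at most 39.4 on any CON array, so the offset shrinks their falls by construction. The count under normexp therefore cannot show whether the correction removes these falls.

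The control probe for the rat Pgk1 transcript at its 3′ end (Rat-PGK1_3) rose by 5.96 (standard error 0.18, adjusted p = 1.07e-07), from 5.05 ± 0.07 (SD, n = 3) to 11.01 ± 0.32 (SD, n = 4), while the mouse probe (Mouse-PGK1_3) fell by 1.40. RNA of another species in the DOX samples predicts that each rat control probe rises relative to its mouse counterpart. All 4 did, by 7.36 and 0.06 for the 3′ and 5′ probes of Pgk1 and by 1.31 and 0.46 for those of Gapdh. The relative rise by 0.06 is small beside the others. The rat and mouse 5′ probes of Pgk1 kept nearly the same distance on all arrays (SD 0.0097 in CON and 0.0096 in DOX). That pair therefore carries little information on this question. Only the rat Pgk1 3′ probe, which prompted the test, clearly rose itself. The rat Gapdh 3′ probe changed by 0.13 (adjusted p = 0.24). The rat 5′ probes fell, with log2 changes of -2.36 for Pgk1 and -1.76 for Gapdh. The relative rises of these probes therefore came from the larger falls of the mouse probes. The viral and synthetic probes that rose have no rat target either, and a change in hybridization between the sessions stays open, so these explanations cannot be told apart.

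The mouse Gapdh control probe at the 5′ end (Mouse-GAPDH_5) was lower on the DOX arrays by a log2 change of -2.22 (standard error 0.10, adjusted p = 7.81e-07), in all 4 DOX arrays, and the probe at the 3′ end (Mouse-GAPDH_3) by -1.18 (standard error 0.11, adjusted p = 2.28e-05). With scaling to the 75th percentile the changes were -2.23 and -1.46. The direction was the same under that scaling and under normexp. Session and treatment cannot be told apart for this difference, and an effect of DOX on Gapdh stays open, as untested.

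A test for a single DOX array far from the others was run on 8 measures of the arrays and on 63 named or control probes. It marked 0 of the array measures and 2 of the probes, which is no more than the 5% that chance marks. For Ppara, DOX replicate 5 was at 9.58 on the normalized log2 scale, while the other DOX arrays were between 10.55 and 10.71. The 10 spots of this probe on DOX replicate 5 had an SD of 0.016. The number of probes for which the median over spots brought the array back into the range of the other DOX arrays was 0, with Ppara the only probe tested, which argues against defective spots. A difference between animals stays open. For the mouse Gapdh 5′ control probe, DOX replicate 5 was at 13.16, and no explanation was tested.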

How the results depend on the processing

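The alternatives were set before the data were examined, except the normexp correction on median signals, the authors' values with the t-test and the background filter together, and those for named and control probes, which were chosen after seeing the data.

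With no filter on dim probes, a filter requiring all 7 arrays, the methods' t-test or the authors' deposited values, each of the 4 counts stayed within 1.5 times its value. With the methods' t-test, 6000 lncRNA probes were up-regulated and 4253 down-regulated, and 2161 mRNA probes were up-regulated and 4401 down-regulated. With the authors' values the counts were 6210, 4433, 2259 and 4601 in the same order. Of the 17520 probes called over both classes, 17376 were called in the same direction with the authors' values.

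Leaving out each array in turn gave 6129 to 6396 up-regulated and 4302 to 4436 down-regulated lncRNA probes, and 2190 to 2334 up-regulated and 4406 to 4686 down-regulated mRNA probes. The share of variance on the first principal component was 80.2% to 86.1% with an array left out, against 82.0% with all arrays, and was highest without DOX replicate 5, followed by 84.4% without DOX replicate 4. Without the filter on dim probes it was 79.1%, and the cause was not tested.

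Scaling to the 75th percentile raised the down-regulated lncRNA probes to 8546 and turned the balance of lncRNA calls from mostly up-regulated to mostly down-regulated, and the cause of this shift between scalings was not tested. Of all probes called under quantile normalization, 14477 were called in the same direction. The normexp correction lowered every count, to 3436 up-regulated and 1717 down-regulated lncRNA probes and to 1357 up-regulated and 2572 down-regulated mRNA probes. By its construction the added offset of 50 shrinks the fold changes of dim probes. The test against a 2-fold change gave 3187, 1703, 1064 and 1838 in the same order, and is stricter by construction.

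The groups share the replicate numbers 1 and 2. The deviations of arrays with the same number from their group means had correlations of 0.03 and 0.004 across probes, and neither the paper nor the labels say that a number marks a shared litter or day, so the arrays share only a number. With the replicate number as a block, 6331 lncRNA probes were up-regulated and 4474 down-regulated, and 2358 mRNA probes were up-regulated and 4609 down-regulated. In that fit the difference between the groups rests on replicates 1 and 2 alone. The other arrays are each alone in their block.

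Scaling to the 75th percentile, normexp, the methods' t-test, the replicate block, the test against a 2-fold change and leaving out each array were also computed for Actb, Atg3, Chgb, Duox1, Kcnn2, Olfr166, Olfr1307, the bright-corner spots, the mouse Gapdh and Pgk1 probes and the 3′ rat probes. For these, no direction reversed under the settings named. Under the settings other than leaving out an array, 66 values stayed on the same side of the thresholds and 4 no longer passed them. Those 4 were Olfr1307 under normexp and, under the test against a 2-fold change, Olfr1307 and the 3′ probes of mouse Gapdh and Pgk1. Among the values with an array left out, 97 stayed and 1 newly passed, that of Chgb, whose log2 fold change was 1.27 with all arrays and 1.61 without DOX replicate 2. It was 0.70 without DOX replicate 5 and 0.57 with the replicate block, both below 2-fold. DOX replicate 5 was at 9.85 on the normalized log2 scale, against 7.11 to 7.87 on the other DOX arrays, so the size of this rise rests largely on that array.

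Signal over background limits the dim probes. No CON array was well above background for 617 of the up-regulated lncRNA and 184 of the up-regulated mRNA probes, and no DOX array for 620 and 282 of the down-regulated ones, so only a bound on these fold changes was measured.

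Some of the alternatives set beforehand were not run. normexp on the mean spot signal was replaced by the median spot signal, which the scanner output holds. Scan session as a block could not be fitted because each session holds 1 group. Alternatives for named genes, for the choice of probe per gene, for predicted lncRNAs, for the genes of Fig. 7A and for gene lists were not run because the probes carry no gene names in the files.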

Differences from the paper's values

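None of the 4 counts of differentially expressed probes, and not the total of mRNA probes over both directions, differed from the paper's by more than 1.5 times. This is not an independent comparison, because the division into lncRNA and mRNA probes was itself chosen by its match to the paper's counts. The paper's counts are 5953 up-regulated and 4312 down-regulated lncRNAs and 2136 up-regulated and 4474 down-regulated mRNAs, against 6299, 4395, 2292 and 4534 here. With the authors' deposited values, the methods' t-test and the filter on background, a setting chosen after seeing the values and used to assign the classes, the counts were 5953, 4313, 2136 and 4474, and the mRNA total was 6610, the paper's number. Of the alternatives set before the data were examined, the test against a 2-fold change differed from the paper by more than 1.5 times for all 4 counts and the mRNA total, and scaling to the 75th percentile for the down-regulated lncRNAs, while the others did not. The normexp correction on median signals, chosen after seeing the data, differed for all 4 counts and the total.

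The paper shows Atg3 and Duox1 in Fig. 7A among the ferroptosis-related genes that differed between the groups. The probes printed 10 times for these genes, which are not part of the authors' table, did not pass the thresholds here. For Atg3 the log2 fold change was -0.23 (standard error 0.11, adjusted p = 0.082 from limma with Benjamini-Hochberg adjustment over 100 named and control probes), and from -0.67 to -0.13 over the alternatives. With scaling to the 75th percentile the adjusted p was 0.00042, within a range of 0.00042 to 1 over the alternatives, so that Atg3 failed there on the fold change alone. For Duox1, chosen after its value was seen, it was -0.12 (standard error 0.11, adjusted p = 0.30 from the same test), and from -0.21 to -0.08 over the alternatives. The probes behind the paper's result for these genes were not analysed here by name.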

Other observations

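The tests in this part were chosen after the results were seen, except those on other groupings of the arrays and on the gap between the classes under another scaling. All values compare DOX with CON and carry the limit that scan session and treatment cannot be told apart.

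Chance as the source of the number of calls was tested by dividing the 7 arrays into groups of 3 and 4 in all 35 ways. Only the real division gave as many called probes. This was 1 of 35 for all probes together, for lncRNA probes (1 of 35) and for mRNA probes (1 of 35). It is the smallest share that 35 divisions can give, so the test cannot exclude chance. The other divisions also mix CON and DOX arrays within a side, which widens the spread there and leaves few calls. Of the 34 other divisions, 32 gave no call, and the largest gave 18. The real division is also the division by scan session.

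The calls were not concentrated among dim probes. When the tested probes were divided by mean signal into 3 groups of equal size, 39.3% of the brightest group were called, against 31.2% of the dimmest and 24.2% of the middle group, which argues against noise of dim probes as the whole cause.

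Called lncRNA probes were mostly up-regulated and called mRNA probes mostly down-regulated, and the shares of up-regulated calls lay 25.3 percentage points apart. The division into classes was chosen by its match to the paper's counts, so this gap is not independent of the paper. Under scaling to the 75th percentile the gap was 13.1 percentage points, or 51.8% of its size, just over the limit set beforehand, which argues against quantile normalization as the whole cause of the gap. Within each of the 3 groups by mean signal the gap was 19.1 percentage points or more, which argues against a different brightness of the classes. The excess of up-regulated lncRNA probes itself depended on the normalization, since 33.9% of called lncRNA probes were up-regulated under the 75th percentile. The gap also differed between kinds of lncRNA probe. Of probes whose name starts with ASMM10P, 26.3% were up-regulated and 8.70% down-regulated, while of those starting with ASMM10LNC1A 16.0% were up-regulated and 14.3% down-regulated. A difference in labelling between the sessions and an effect of DOX both stay open.

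In the mouse and human control probes for Gapdh and Pgk1, the probe at the 5′ end fell by more than the probe at the 3′ end. The samples are mouse hearts, so the human probes may read the same transcripts as the mouse probes and are not separate evidence. The difference between the changes was -1.04 for mouse Gapdh and -1.02 for mouse Pgk1 on the log2 scale, and for the human pairs it was -0.27 for Gapdh and -0.78 for Pgk1, each larger than the spread between arrays. The rat 5′ probes also fell, but the rat 3′ probes did not, so the rat pairs are left aside. For the mouse pairs the direction was the same with scaling to the 75th percentile and under normexp, but its size depended on the setting. Under normexp the changes of mouse Pgk1 were -1.77 at the 5′ end and -1.41 at the 3′ end, and with scaling to the 75th percentile those of mouse Gapdh were -2.23 and -1.46. The supplementary sample sheet describes labelling along the whole transcript. Gapdh is the gene to which the paper normalized its qRT-PCR.

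Of the 50 probes printed 10 times each, 22 were down-regulated and 3 were up-regulated, against 25 and 3 with scaling to the 75th percentile and 16 and 1 under normexp. The 3 that rose, named after their values were seen, were Olfr166 (log2 fold change 1.69, standard error 0.09), Gm9789 (1.23, standard error 0.10) and Olfr1307 (1.21, standard error 0.14). Olfr166 and Olfr1307 are olfactory receptor genes. All 3 were higher on each of the 4 DOX arrays than on any CON array. With scaling to the 75th percentile the log2 fold changes of Olfr166 and Olfr1307 were 1.73 and 1.04, and under normexp 1.53 and 0.91, the last below 2-fold. No technical or biological explanation was tested for these probes.

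The paper reports 114 genes of a database list of 388 among its differentially expressed mRNAs, which is 29.4% of the paper's list. Of all mRNA probes tested here, 32.5% were called. That share depended on the processing, from 13.8% under the test against a 2-fold change to 40.2% with scaling to the 75th percentile. The paper's share was not recomputed under these settings, so this range cannot be set against it. With the authors' values, the methods' t-test and the background filter, the setting that matched the paper's counts, 31.5% of mRNA probes were called. Without that filter 29.8% were called. The list counts genes and not probes, and the overlap itself was not analysed here, so no test was made of whether the list stands apart from the other mRNAs.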
